A study of Mus musculus with 21 samples. Its data were reported in "Tissue-Specific Gene Repositioning by Muscle Nuclear Membrane Proteins Enhances Repression of Critical Developmental Genes during Myogenesis" (2016).

How the data were processed

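RNA from 21 cultures of C2C12 cells was measured on Illumina MouseWG-6 bead arrays, 3 in each of 7 groups taken from the sample labels. The groups were untransduced myoblasts (MB), untransduced myotubes (MT), and MTs carrying control shRNA or shRNA against NET39, TMEM38A, WFS1 or TMEM214. Per the file headers, the scanner table deposited by the authors holds non-normalized signal as intensity, with no detection p-values and no control probes, and a second header line calls the control line "empty" and the study's legends name an empty vector, where the labels say non-target shRNA. Which it carried is not settled. The matrix deposited by the authors holds log2 values that were quantile-normalized, by their methods, before limma was used, and the version is not given. Checked against each other, the rank order within each array was the same in both (rank correlation 1), the deposited array medians were 6.59 on every array, and the sorted values lay up to 0.323 from the mean of the sorted log2 scanner values, so how the target distribution was made is not known.

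The scanner table was the starting point. The plan, made before the data were examined, was the neqc method of limma, which needs control probes or detection p-values. As neither was deposited, normexp background correction with an offset of 50 (limma 3.58.1, R 4.3.3), quantile normalization and log2 were used, which had been planned as an alternative and was taken before any call was counted. Detection was replaced by a level per array. It is the mode of the array's log2 signals (bandwidth 0.01), plus the normal quantile for a p of 0.05 times the SD of the values below that mode. Of 45281 probes 27870 (61.5%) were kept, as above that level in at least 3 arrays. Of these 22729 had 1 gene symbol, and the brightest probe on average stood for each of 13585 genes. Of the genes 5749 had over 1 kept probe, and probes of 1 gene were called in opposite directions for 42 genes in myogenesis and for 2 to 9 genes in the other comparisons.

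Comparisons were MT against MB untransduced (myogenesis), control shRNA against untransduced MT (transduction), each of 4 knockdowns against control shRNA, and 6 pairs of knockdowns. One limma model with a mean per group was fitted to all 21 arrays (lmFit, eBayes), with Benjamini-Hochberg adjustment over genes within a comparison, and a gene was called at an adjusted p below 0.05 and a log2 ratio above 0.5 in size. SE is that of the log2 ratio in this model. Adjusted p is from this model for genes and from camera for lists. Replicate numbers were checked for pairing by the correlation across genes of the deviations of same-numbered replicates in the groups compared (pairing if every r exceeds 0.1 and is the highest for its own number). They met it in myogenesis (r 0.129 to 0.247), transduction (0.125 to 0.174) and NET39 (0.165 to 0.247) but not in TMEM38A (−0.113 to 0.277), WFS1 (−0.0861 to 0.198) or TMEM214 (−0.0464 to 0.360), so the model left them out and a replicate block was an alternative.

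Shares of myogenic genes have 95% Wilson intervals, and expected counts assume independent lists. Counter means that a gene called in both has opposite signs in the knockdown and in myogenesis. The position of an array is the slope of its difference from the MB mean on the MT minus MB mean over myogenic genes, and groups were compared by a two-sided exact permutation test. As an alternative reference, the untransduced myotube arrays were also divided in 6 ways between the knockdown and the myogenic comparison, or myogenesis was ended at another knockdown line. The share of repression kept is the difference of a knockdown from MBs over that of control MTs, on the log2 scale. For overlap, 20 sets of unchanged groups were simulated against the same control arrays. The 27 lists, written before the data were examined, were the NET targets (reported gene by gene), study candidate genes, study positioning examples (called repositioned examples in the text), sarcomere, calcium handling, neuromuscular junction, muscle metabolism, myogenic factors, myogenic inhibitors, fusion, DNA replication, mitosis, cell cycle exit, extracellular matrix, chemokines and cytokines, interferon response, ER stress, cholesterol synthesis, oxidative phosphorylation, nuclear envelope, IGF and mTOR, p53 targets, undifferentiated myoblast markers, osteoblast, adipocyte and fibroblast markers, and housekeeping. They were tested with camera at a preset correlation of 0.01, and again with the correlation estimated, where at least 5 members were measured, adjusted over lists within a comparison.

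Named genes were fixed by rule: the 4 targets, 8 candidates and 7 positioning examples, the 8 largest rises and 8 largest falls per comparison among called genes whose groups do not overlap (the text names the first of them), up to 4 members of each list with the largest log2 ratio in size, and the 5 largest each way per pair of knockdowns. Genes without a proper symbol were passed over. For called lists the text names from 1 to 4 of those members that were themselves called, from the largest down.

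Alternatives were quantile normalization alone, an offset of 16, median scaling, the deposited matrix, no filter, a stricter filter (p of 0.01 in 6 arrays), the mean of probes, every probe, only the 6 arrays compared, only the 15 shRNA arrays, array weights, the replicate block, a minimum of 1 log2 or none, nested F decisions, other reference groups and leaving out each array. Probes with no gene symbol (10378) or several (18) were left out of the gene comparisons, and no array was left out. Tested on simulated data with 200 of 13453 genes changed, the steps called 47 of 67 genes (70.1%) changed by 0.75 log2, 53 of 67 (79.1%) changed by 1 and 58 of 64 (90.6%) changed by 2, with 3 unchanged genes called. A list moved by 0.6 log2 had an adjusted p of 1.97e-64, and a slope difference of −0.2 was found as −0.189. Figures were drawn with matplotlib 3.10.9 (python 3.11.15).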

Results

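The arrays measured RNA from C2C12 cells, a mouse myoblast line that stops dividing and fuses into multinucleated myotubes when serum is lowered. Cells were taken as myoblasts at day 0 or as myotubes at day 6 after the change to 2% horse serum, with the myotubes separated from undifferentiated cells by partial trypsinisation. The lentiviral lines were selected with puromycin. Their shRNAs targeted NET39 (gene symbol Plpp7), TMEM38A, WFS1 or TMEM214, all transmembrane proteins found at the nuclear envelope. By the labels the control line carried a non-target shRNA. A knockdown here means its line, as target loss cannot be told from other effects of its shRNA or line. The 21 arrays form 7 groups of 3.

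Mean scanner intensity per array was 172 to 289 on the 6 untransduced arrays and 301 to 533 on the 15 shRNA arrays, and 42.6% to 52.8% of probes lay above background. After filtering, 13585 genes were compared, with a median SE of 0.105 log2 for a difference between groups, and the number of arrays limits this precision. Values are normalized log2 intensity ± SD (n = 3 arrays per group). A gene was called at a limma adjusted p below 0.05 and a log2 ratio above 0.5 in size. The intensity scale includes an offset, so folds of dim genes are understated. A fold is given as "at least" where no array of the dimmer group was above background, with the background level in place of the dimmer value. The labels give replicate numbers but not how the replicates were made, so p-values measure only the spread between these samples. The first principal component held 58.9% of the variance and separated myoblasts from all myotubes. Myoblast replicate 1 stood apart from the other myoblast arrays, and 647 genes differed from their mean by more than 1 log2, against 19 genes between replicates 2 and 3.

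Each shRNA lowered its own target. Plpp7 was 5.91 ± 0.10 in myoblasts (above background in 0 of 3), 8.19 ± 0.37 in untransduced myotubes, 8.57 ± 0.11 in control shRNA myotubes and 6.79 ± 0.18 in the NET39 knockdown, a 3.45-fold fall from control (SE 0.13, adjusted p = 2.43e-08). It was 8.77 ± 0.04 in the TMEM38A knockdown and 8.43 ± 0.01 in the WFS1 knockdown, and it fell 2.22-fold to 7.42 ± 0.10 in the TMEM214 knockdown (log2 −1.15, adjusted p = 4.75e-06). Tmem38a was 6.66 ± 0.28 in myoblasts, 10.74 ± 0.14 in untransduced myotubes, 11.01 ± 0.10 in control myotubes and 6.55 ± 0.07 in its knockdown, a fall of 21.9-fold (SE 0.12, adjusted p = 4.11e-15). It stood at 10.67 ± 0.12 with NET39 shRNA, 11.03 ± 0.09 with WFS1 shRNA and 10.41 ± 0.16 with TMEM214 shRNA, and the last was called lower (log2 −0.60, adjusted p = 0.00144) but not with median scaling (−0.61, adjusted p = 0.0632). Wfs1 was 8.25 ± 0.51 in myoblasts, 10.26 ± 0.25 in untransduced myotubes, 10.58 ± 0.13 in control myotubes and 6.41 ± 0.04 in its knockdown, a fall of 18.0-fold (SE 0.19, adjusted p = 8.88e-12). It was 10.43 ± 0.15 in the NET39 knockdown, 9.85 ± 0.17 in the TMEM38A knockdown (log2 −0.73, adjusted p = 0.00903) and 9.49 ± 0.22 in the TMEM214 knockdown (log2 −1.09, adjusted p = 0.000346). Without TMEM38A knockdown replicate 1 the fall of Wfs1 in that line was not called (−0.63, adjusted p = 0.0539). Tmem214 was 8.26 ± 0.19 in myoblasts, 7.97 ± 0.10 in untransduced myotubes, 8.21 ± 0.02 in control myotubes and 7.04 ± 0.08 in its knockdown, a fall of 2.25-fold (SE 0.09, adjusted p = 8.45e-08), and 8.17 ± 0.02, 8.34 ± 0.04 and 8.41 ± 0.18 in the TMEM38A, WFS1 and NET39 knockdowns. Differentiation itself raised Plpp7 at least 4.39-fold, Tmem38a 16.9-fold and Wfs1 4.03-fold, and Tmem214 was not called (log2 −0.29, adjusted p = 0.0171, and −0.18 without myoblast replicate 3).

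**Figure D1:**
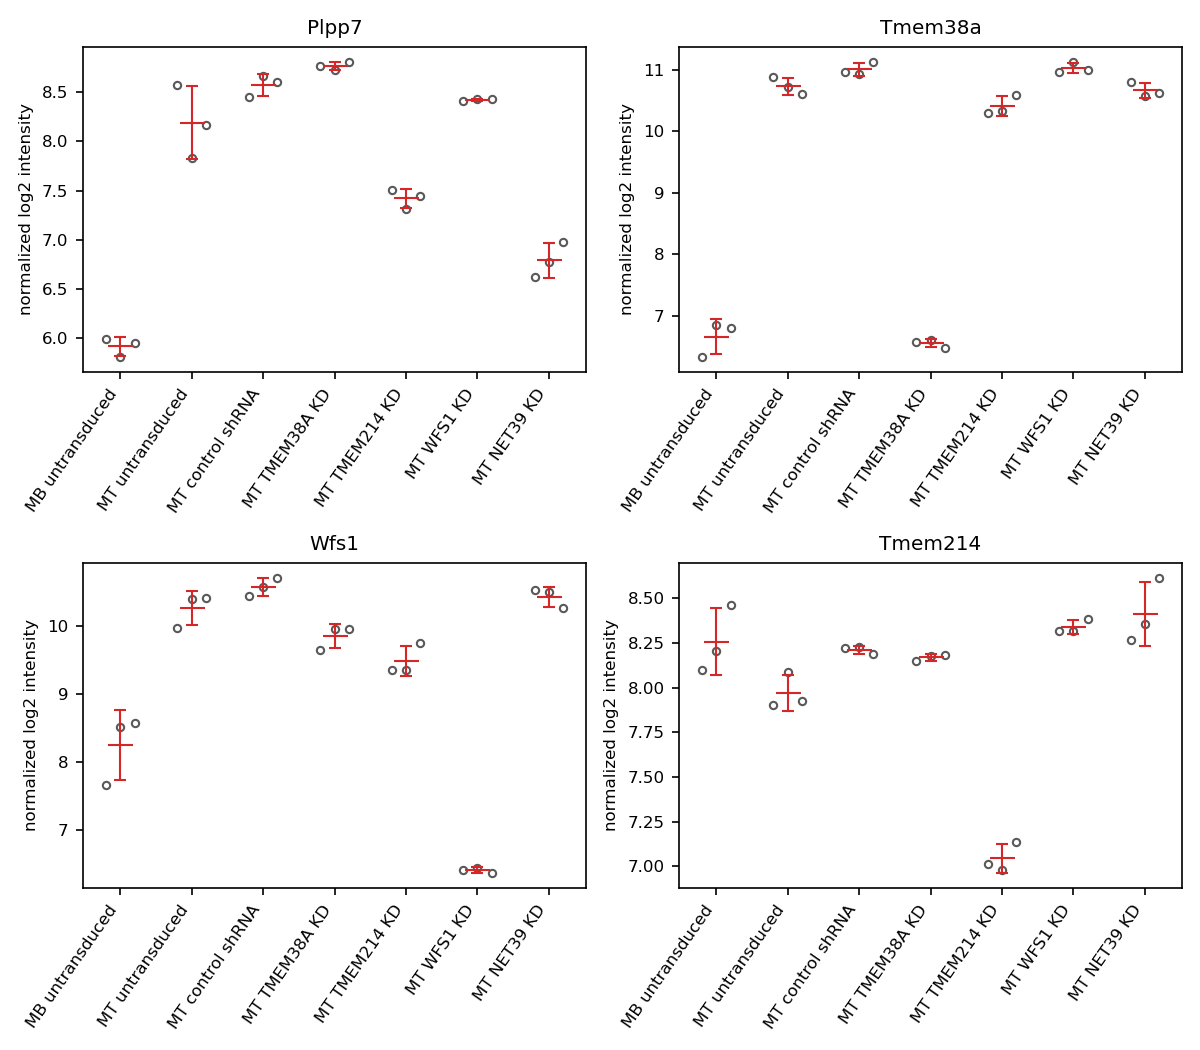
Normalized log2 intensity (y axis) of the 4 targeted genes in each of the 7 groups (x axis), with circles for arrays and red bars for the mean and SD of 3 arrays. Plpp7 falls to 6.79 in its own knockdown and also to 7.42 in the TMEM214 knockdown, while Tmem38a and Wfs1 fall to 6.55 and 6.41 in theirs.

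Differentiation replaced the transcripts of dividing myoblasts with those of contractile muscle. Troponins of the thin filament were among the largest rises, with Tnnt3 at 13.96 ± 0.11 in myotubes and 6.18 ± 0.06 in myoblasts (219-fold, SE 0.09, adjusted p = 1.23e-21), Tnnc2 up 172-fold, Tnni2 up 135-fold and Tnni1 up 95.4-fold. The oxygen carrier Mb rose 165-fold, cardiac actin Actc1 111-fold and the cytochrome oxidase subunit Cox6a2 100-fold. The largest falls were in the proliferin genes Prl2c3 (6.06 ± 0.05 against 13.02 ± 0.17, 124-fold, SE 0.09), Prl2c2 (at least 92.2-fold) and Prl2c4 (100-fold), followed by the histone genes H2ac15 (36.8-fold) and H2ac12 (33.2-fold). In all, 1982 genes were higher and 2226 lower in myotubes, 1750 of the 4208 by more than 1 log2, and the values of the groups did not overlap for 3763 of them. Of all genes, 41.1% had groups that did not overlap, where chance alone gives 10%. With median scaling in place of quantile normalization 17.7% of 3714 calls were higher, against 47.1% of the calls here.

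Of 37 sarcomere genes 35 were higher and 1 lower (median log2 5.44, adjusted p = 8.21e-39). Calcium handling rose in 17 of 18 genes (adjusted p = 6.11e-17), led by the reticulum calcium pump Atp2a1 (94.0-fold), the calcium store protein Casq2 (51.0-fold) and its partner Hrc (50.9-fold). Muscle metabolism rose in 17 of 18 genes (adjusted p = 6.11e-17), with the glycolytic enzyme Pgam2 up 60.0-fold and creatine kinase Ckm up at least 38.7-fold. The neuromuscular junction list rose in 10 of 12 genes (adjusted p = 1.63e-07), among them the acetylcholine receptor subunit Chrng (53.8-fold) and the adhesion molecule Ncam1 (7.92-fold). The transcription factors Mef2c (40.9-fold) and Myog (30.9-fold) led the myogenic factors, of which 7 of 10 were higher and 1 lower (median log2 1.10, adjusted p = 0.000131). Fusion genes were higher in 6 of 13 and lower in 1 (median log2 0.25, adjusted p = 0.00404), with the fusogen Mymk up 41.7-fold and Cav3 up at least 7.68-fold.

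DNA replication fell in 21 of 23 genes (median log2 −2.31, adjusted p = 6.11e-17), with the helicase subunit Mcm5 down 20.5-fold and thymidine kinase Tk1 down 19.5-fold. Mitosis fell in 19 of 22 genes (median log2 −3.20, adjusted p = 2.87e-15), with Cdc20 down 20.4-fold and the centromere histone Cenpa down 20.2-fold. Cell cycle exit genes were higher in 5 of 10 and lower in 1 (median log2 0.55, adjusted p = 0.00902), led by Gadd45a (9.13-fold) and the kinase inhibitor Cdkn1a (8.59-fold). That list was not called with control shRNA myotubes as the end point (adjusted p = 0.172), nor with an estimated correlation (adjusted p = 0.0869). The nuclear envelope list moved down (12 lower, 3 higher of 24, median log2 −0.47, adjusted p = 0.0337), with lamin B1, Lmnb1, falling 8.88-fold and Syne3 and the lamin B receptor Lbr changing 2.95-fold and 2.91-fold. The IGF and mTOR list moved up (9 higher, 1 lower of 20, median log2 0.43, adjusted p = 0.0216), where Igf2 rose 32.1-fold and Igfbp2 fell 13.5-fold, and it was not called with an estimated correlation (adjusted p = 0.0516), averaged probes (0.0757) or median scaling (0.149). Neither the nuclear envelope nor the IGF and mTOR list was called without myoblast replicate 1 (adjusted p = 0.0613 for both) or with control shRNA myotubes as the end point (0.0896 for both). Adjusted over the list alone the counts were the same, but for 11 in place of 10 genes in the IGF and mTOR list. Housekeeping genes were lower in 5 of 9 (median log2 −0.72, adjusted p = 0.0337), and this call ended in 5 of 17 alternatives (adjusted p 0.0515 to 0.301), among them averaged probes (0.301, median log2 −0.21) and leaving out myoblast replicate 1 (0.110).

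Lists that did not pass the test in myogenesis were myogenic inhibitors (adjusted p = 0.154, 3 higher, 7 lower of 13), extracellular matrix (0.947, 7 higher, 10 lower of 36), chemokines and cytokines (0.0545, 2 higher, 9 lower of 19), cholesterol synthesis (0.0516, 7 higher, 3 lower of 15) and adipocyte markers (0.0745, 0 higher, 2 lower of 6). The chemokine and cholesterol calls depend on processing, since both lists were called with the replicate block (0.0452 each), array weights (0.0354 and 0.0317), no filter (0.0253 each) or an offset of 16 (0.0476 each), and without some single arrays. Adjusted p was 0.977 for the interferon response, 0.349 for ER stress, 0.431 for oxidative phosphorylation, 0.154 for p53 targets, 0.461 for undifferentiated myoblast markers, 0.743 for osteoblast markers and 0.947 for fibroblast markers. The study chose 8 candidate genes and 7 examples of repositioned genes on these samples, so their counts are not independent evidence. All 8 candidates fell (8 adjusted over the list alone, adjusted p = 3.95e-06), with log2 ratios of −2.90 for the basement membrane gene Nid1, −1.98 for Efna5, −1.92 for the growth factor Ptn, −1.86 for the chemokine Cxcl1, −1.82 for the repressor Msc, −1.59 for the adhesion gene Vcam1, −0.86 for Bdnf and −0.51 for the collagen receptor Ddr2. The call of Ddr2 ended (log2, adjusted p) without myoblast replicate 3 (−0.36, 0.0210), untransduced myotube replicate 1 (−0.39, 0.0196) or untransduced myotube replicate 2 (−0.47, 0.0123), with the authors' values (−0.32, 0.00360) and with median scaling (−0.33, 0.00659). Of the repositioned examples the giant sarcomere gene Ttn rose 29.5-fold, Myo18b at least 5.03-fold and Ryr3 by log2 0.83, while Hgf (−1.95), Dbf4 (−2.79) and Cdk14 (−1.20) fell, and the list as a whole had an adjusted p of 0.271 (7 adjusted over the list alone). Ryr3 was not called with median scaling (0.41, adjusted p = 0.136), and averaging probes ended the calls of Bdnf (−0.38, adjusted p = 0.000617) and Cdk14 (−0.33, adjusted p = 0.000238).

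Control shRNA myotubes differed from untransduced myotubes. All shRNA arrays also had a higher scanner intensity than all untransduced arrays, so transduction with selection and a batch of arrays cannot be told apart, here and wherever untransduced myotubes are the reference. The kinase Dclk1 rose most (8.71 ± 0.17 against 6.82 ± 0.33, 3.70-fold, SE 0.13, adjusted p = 4.89e-08), and the motor subunit Dctn1 (3.01-fold) and the fast myosin Myh4 (2.99-fold) were also higher. The co-chaperone Pfdn2 fell most (9.21 ± 0.21 against 11.67 ± 0.37, 5.50-fold, SE 0.20), followed by Arhgap24 (4.03-fold), Ramp2 (3.90-fold) and the matrix proteoglycan Dcn (3.75-fold). In all 813 genes were higher and 749 lower, 220 by more than 1 log2, and 34.1% of all genes had groups that did not overlap. The direction depends on scaling, since median scaling moved the median of all genes to 0.50 log2 and made 99.8% of 6575 calls higher, against 52.0% here. Cholesterol synthesis was called lower (4 of 15 genes, adjusted p = 0.0224), as were mitosis (4 of 22, 0.0376), undifferentiated myoblast markers (4 of 12 lower and 1 higher, 0.0376) and the candidates (2 of 8, 0.0376). These calls ended in 4, 8, 8 and 6 of 16 alternatives, among them an estimated correlation (adjusted p = 0.536, 0.447, 0.390 and 0.390) and leaving out untransduced myotube replicate 2 (0.0780, 0.0942, 0.0942 and 0.0780) or 3 (0.224, 0.244, 0.0625 and 0.0991), and with median scaling cholesterol synthesis reversed (0.442). Adjusted over the list alone the counts were the same but for 5 cholesterol genes. Single genes behind them were Insig1 (log2 −1.42), which senses sterols, the kinesin Kif23 (−1.28), the receptor Notch3 (−0.94), Vcam1 (−1.54) and Nid1 (−0.90). Under median scaling Kif23 reversed to 0.12 and no call remained (log2, adjusted p) for Insig1 (−0.12, 0.798), Notch3 (−0.10, 0.809), Vcam1 (−0.55, 0.101) or Nid1 (−0.04, 0.904). Adjusted p for the other 22 lists ran from 0.0619 to 0.957. The median, mean and test had the same sign in every called list of each comparison and differed in some that were not called.

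Cell cycle genes rose and muscle metabolism genes fell in the NET39 line. The fibrillar collagen Col3a1 rose most (11.22 ± 0.53 against 8.42 ± 0.32 in control, 6.94-fold, SE 0.45, adjusted p = 0.000191), followed by Dcn (10.62 ± 0.08 against 7.86 ± 0.20, 6.79-fold, adjusted p = 1.94e-10), Ptn (6.72-fold), the cyclin Ccnd1 (6.20-fold), the glutamate transporter Slc1a3 (5.59-fold) and Vcam1 (5.58-fold). The slow regulatory light chain Myl2 fell most (8.41 ± 0.06 against 11.03 ± 0.11, 6.14-fold, SE 0.22, adjusted p = 1.55e-07), followed by the pump regulator Fxyd6 (4.86-fold) and Txnip (3.67-fold). In all 673 genes were higher and 597 lower, 249 by more than 1 log2, and 39.0% of all genes had groups that did not overlap. Median scaling left 952 calls, of which 66.6% were higher, against 52.99% here.

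Mitosis rose in 14 of 22 genes (median log2 0.80, adjusted p = 4.98e-16), with Cenpa up 4.43-fold, Cdc20 up 3.20-fold and Birc5 up 2.68-fold. DNA replication rose in 10 of 23 genes (median log2 0.47, adjusted p = 3.51e-13), led by Uhrf1 (3.10-fold), which maintains DNA methylation. Undifferentiated myoblast markers rose in 4 of 12 genes (adjusted p = 5.71e-06), among them the study candidate Vcam1 (log2 2.48) and Notch1 (2.37-fold). Among 13 myogenic inhibitors 5 were higher and 1 lower (adjusted p = 0.000452), with Snai2 up 2.92-fold and Id3 up 2.75-fold. Fibroblast markers were higher in 2 of 6 genes (adjusted p = 0.000780), led by Pdgfrb (log2 0.95). Muscle metabolism fell in 7 of 18 genes (median log2 −0.51, adjusted p = 7.12e-05), with Cox6a2 at log2 −0.84. Extracellular matrix genes were higher in 16 of 36 and lower in 1 (adjusted p = 4.05e-07), with the protease Mmp2 up 3.91-fold, and chemokines were higher in 5 of 19 and lower in 1 (adjusted p = 0.00359), with Ccl7 at log2 1.25, Cxcl12 at 1.23 and Cxcl1 at 1.00. With an estimated correlation adjusted p = 0.0759 for the matrix and 0.0630 for the chemokines. Calcium handling was lower in 8 of 18 and higher in 1 (adjusted p = 0.0119), with the mitochondrial uniporter Mcu at log2 −0.89, but not with an estimated correlation (adjusted p = 0.125). In the sarcomere list 6 of 37 genes were lower and 4 higher (adjusted p = 0.0311), where Mybpc2 fell 2.90-fold and Myh4 rose 2.28-fold, and the interferon response rose in 2 of 30 (adjusted p = 0.0301) and housekeeping in 1 of 9 (adjusted p = 0.0264, but 0.0807 with median scaling and 0.981, reversed, against untransduced myotubes). With an estimated correlation adjusted p = 0.195 for the sarcomere, 0.0885 for interferon and 0.0630 for housekeeping. The sarcomere call ended in 8 of 18 alternatives (adjusted p 0.0533 to 0.437), among them averaged probes (0.108, median log2 −0.09 against −0.20), the stricter filter and 3 single arrays left out. Adjusted over the list alone the counts were 9 for muscle metabolism, 11 for DNA replication, 19 for the matrix and 3 for fibroblast markers, and the same in the other lists. Myogenic factors were not called (adjusted p = 0.128), and neither were p53 targets (0.0535, but 0.0158 with no filter) or the nuclear envelope (0.496).

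Of the candidates chosen by the study on these samples 7 of 8 rose (7 adjusted over the list alone, adjusted p = 4.66e-10), at log2 2.75 for Ptn, 2.48 for Vcam1, 1.00 for Cxcl1, 0.81 for Msc, 0.77 for Bdnf, 0.71 for Nid1 and 0.60 for Efna5, and Ddr2 was not called (0.05). The Efna5 call ended (adjusted p 0.0533 to 0.0695) without control replicate 2 or 3 or NET39 knockdown replicate 1 or 2. Of the repositioned examples Hgf (at least 1.61-fold), Dbf4 (log2 0.68) and Cdk14 (0.89) rose, while Ttn (−0.31), Ryr3 (0.11), Actc1 (0.01) and Myo18b (−0.33) were not called. As a list they passed the test (3 adjusted over the list alone, adjusted p = 0.0455) but not in 11 of 18 alternatives (adjusted p 0.0537 to 0.150), among them an estimated correlation (0.150), median scaling (0.0807) and the replicate block (0.0575). Averaging probes ended the calls (log2, adjusted p) of Bdnf (0.40, 0.00153), Hgf (0.37, 0.000520), Dbf4 (0.30, 0.00298) and Cdk14 (0.24, 0.0115). Against untransduced myotubes no call remained (log2, adjusted p) for Mmp2 (0.58, 0.167), Pdgfrb (0.27, 0.446), Ccl7 (0.45, 0.256), Mcu (−0.25, 0.250), Mybpc2 (−0.47, 0.0178), Bdnf (0.41, 0.0206), Cdk14 (0.34, 0.0975) or Efna5 (0.29, 0.239), and Nid1 (−0.19) and Cxcl12 (−0.24) reversed. In that comparison the calls of the fibroblast (adjusted p = 0.264), inhibitor (0.0767), undifferentiated (0.0767), interferon (0.529) and sarcomere lists (0.437) ended and calcium handling reversed (0.896).

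Matrix genes fell and single myosin genes changed both ways in the TMEM38A line. The slow myosin Myh7 rose most (10.34 ± 0.13 against 7.00 ± 0.06, 10.2-fold, SE 0.14, adjusted p = 8.12e-12), followed by mitochondrial creatine kinase Ckmt2 (8.71-fold), the ubiquitin ligase subunit Asb2 (8.02-fold), Myl2 (7.01-fold), cardiac Myh6 (6.29-fold) and Vldlr (6.14-fold). After Tmem38a itself the largest falls were in the sugar transporter Slc2a6 (8.51 ± 0.06 against 12.02 ± 0.13, 11.4-fold, SE 0.18), the fast myosin Myh4 (11.1-fold), the calcification inhibitor Mgp (10.5-fold), the gap junction gene Gja5 (9.98-fold) and Asprv1 (9.49-fold). In all 552 genes were higher and 764 lower, 323 by more than 1 log2, and 39.8% of all genes had groups that did not overlap. Median scaling moved the median of all genes to −0.14 log2 and left 7.93% of 1918 calls higher, against 41.9% here.

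Extracellular matrix genes fell in 23 of 36 and rose in 1 (median log2 −1.03, adjusted p = 3.26e-16, and 0.0469 with an estimated correlation), with Mmp2 down 7.55-fold, Timp1 down 6.93-fold and fibronectin, Fn1, down 6.14-fold. Cholesterol synthesis fell in 8 of 15 genes (adjusted p = 0.000271), led by Nsdhl (3.07-fold) and Cyp51 (2.71-fold), but the adjusted p = 0.562 with an estimated correlation. Muscle metabolism rose in 6 of 18 (adjusted p = 0.000509), with the fatty acid carrier Fabp3 up 3.00-fold besides Ckmt2, and oxidative phosphorylation was higher in 4 of 27 (adjusted p = 1.30e-05), with Uqcrc1 at log2 0.78 and Cyc1 at 0.77. With an estimated correlation adjusted p = 0.0758 for muscle metabolism and 0.103 for oxidative phosphorylation. Both of those genes were not called with median scaling (0.43, adjusted p = 0.125 and 0.43, adjusted p = 0.234). In the neuromuscular junction list 4 of 12 were higher and 1 lower (adjusted p = 0.0262), where the adult receptor subunit Chrne rose 4.08-fold and the esterase Ache had log2 1.25, and the call ended with only the 15 shRNA arrays (adjusted p = 0.134), an estimated correlation (0.0904) and array weights (0.0720). Adjusted over the list alone 25 matrix genes were called, and the other counts were the same. Chemokines (0 higher, 3 lower of 19, adjusted p = 0.0783, but 0.0135 with only the 15 shRNA arrays) and the sarcomere list (8 higher, 4 lower of 37, 0.217, but 0.0456 with median scaling) were not called. Among the candidates chosen by the study Efna5 rose (log2 0.85, adjusted p = 0.00130) and Bdnf fell (log2 −0.55, adjusted p = 0.00335), the second not with the authors' values (−0.36, adjusted p = 0.0129), quantile normalization alone (−0.40, adjusted p = 0.00972) or averaged probes (−0.24, adjusted p = 0.0438). The others were not called, at −0.34 for Nid1, −0.11 for Vcam1, −0.17 for Ptn, 0.14 for Msc, 0.24 for Ddr2 and −0.14 for Cxcl1 (2 of 8, 2 adjusted over the list alone, adjusted p = 0.933). Myo18b was the called gene among the repositioned examples (log2 0.63, and 0.23 with median scaling), and Actc1 (0.35), Ttn (0.19), Ryr3 (0.17), Dbf4 (0.03), Hgf (−0.09) and Cdk14 (−0.48) were not.

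Chemokine, interferon and sarcomere genes rose in the WFS1 line. The neutrophil chemokine Cxcl1 rose most (11.05 ± 0.04 against 6.12 ± 0.11, 30.4-fold, SE 0.13, adjusted p = 3.26e-15), followed by the acute phase gene Saa3 (at least 19.8-fold), Lmcd1 (10.4-fold), the glycogen regulator Ppp1r3c (7.19-fold) and the muscle cofactor Vgll2 (7.07-fold). After Wfs1 itself the largest falls were in Asprv1 (6.88 ± 0.04 against 9.33 ± 0.16, 5.49-fold, SE 0.17), Scml4 (4.65-fold) and Gja5 (3.92-fold). In all 569 genes were higher and 557 lower, 230 by more than 1 log2, and 39.7% of all genes had groups that did not overlap. Median scaling moved the median of all genes to −0.15 log2 and left 9.14% of 2384 calls higher, against 50.5% here. Chemokines were higher in 9 of 19 genes and lower in 1 (adjusted p = 1.47e-07), with Ccl7 up 5.58-fold and Ccl2 up at least 4.17-fold, and the interferon response rose in 5 of 30 (adjusted p = 4.35e-07), with Igtp up 2.30-fold. Sarcomere genes were higher in 13 of 37 and lower in 1 (adjusted p = 1.98e-06), with Myh7 up 2.79-fold and Mybpc1 up 2.51-fold. Cholesterol synthesis fell in 6 of 15 (adjusted p = 0.00240), with Cyp51 down 2.38-fold, and the call did not hold with an estimated correlation (adjusted p = 0.429). Extracellular matrix genes were higher in 8 of 36 and lower in 1 (adjusted p = 0.00862), with Col3a1 up 4.13-fold, and junction genes fell in 3 of 12 (adjusted p = 0.0442), with the receptor subunit Chrnd at log2 −0.74. With an estimated correlation adjusted p = 0.429 for the matrix and 0.0989 for the junction list. Adjusted over the list alone the counts were 10 for the matrix and 8 for cholesterol synthesis, and the same in the other lists.

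The matrix call in the WFS1 knockdown also ended with median scaling (adjusted p = 0.172), against untransduced myotubes (0.606) and without control replicate 2 (0.0771). The junction call ended in 8 of 18 alternatives (adjusted p 0.0591 to 0.606), among them median scaling (0.100) and untransduced myotubes as reference (0.606). Chrnd itself was not called (adjusted p 0.0514 to 0.0705) without control replicate 2 or 3 or WFS1 knockdown replicate 2 or 3. Of the candidates chosen by the study Cxcl1, Bdnf (log2 1.06, adjusted p = 5.19e-06) and Vcam1 (log2 0.78, adjusted p = 0.000970) rose (3 of 8, 3 adjusted over the list alone, adjusted p = 0.00510, and adjusted p = 0.0989 with an estimated correlation). Nid1 (0.22), Ptn (−0.11), Msc (−0.05), Ddr2 (−0.06) and Efna5 (−0.22) were not called. Vcam1 was not called with median scaling (0.56, adjusted p = 0.149) and was lower against untransduced myotubes (−0.76, adjusted p = 0.000654), where the candidate list also reversed (adjusted p = 0.989). Against untransduced myotubes no call remained for Gja5 (−0.60, adjusted p = 0.0945). Actc1 rose (log2 0.69), and Ttn (−0.18), Ryr3 (0.15), Myo18b (0.17), Hgf (0.32), Dbf4 (−0.29) and Cdk14 (0.09) were not called, with an adjusted p of 0.0822 for the repositioned examples as a list (0.00882 with averaged probes).

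Chemokine and matrix genes rose and sarcomere genes fell in the TMEM214 line. Cxcl1 rose most (9.97 ± 0.05 against 6.12 ± 0.11, 14.4-fold, SE 0.13, adjusted p = 5.75e-13), followed by the early gene Egr1 (5.30-fold), Ccl7 (5.02-fold), the smooth muscle genes Cald1 (4.89-fold) and Actg2 (4.67-fold), Col3a1 (4.65-fold) and Slc1a3 (4.64-fold). The muscle carbonic anhydrase Car3 fell most (6.05 ± 0.07 against 8.97 ± 0.13, 7.57-fold, SE 0.30), followed by the titin cap gene Tcap (5.60-fold), the myosin binding protein Mybpc1 (5.28-fold) and Fxyd6 (5.19-fold). In all 704 genes were higher and 570 lower, 281 by more than 1 log2, and 41.5% of all genes had groups that did not overlap. Median scaling left 989 calls, of which 67.8% were higher, against 55.3% here.

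Extracellular matrix genes rose in 24 of 36 and fell in 1 (median log2 0.82, adjusted p = 7.92e-15), with Dcn up 4.22-fold and Mmp2 up 3.73-fold. Sarcomere genes fell in 19 of 37 and rose in 1 (median log2 −0.51, adjusted p = 1.06e-11), with the tropomyosin Tpm1 the gene that rose (3.69-fold). Muscle metabolism fell in 10 of 18 (median log2 −0.62, adjusted p = 4.69e-11), with Mb down 3.31-fold, and calcium handling fell in 10 of 18 (median log2 −0.57, adjusted p = 2.11e-07), with the calcium buffer Pvalb at log2 −1.60. The call of Pvalb (adjusted p = 0.0330) ended without any 1 of the 6 arrays compared (0.0746 to 0.0906), with median scaling (0.119), quantile normalization alone (0.0513) and the authors' values (0.0582). Myogenic factors were lower in 2 of 10 (adjusted p = 0.0391), with Mef2c down 3.10-fold and Myf6 at log2 −1.16. That list's call ended in 7 of 19 alternatives (adjusted p 0.0511 to 0.0935), among them an estimated correlation (0.0564) and median scaling (0.0580). Mitosis rose in 9 of 22 genes (adjusted p = 1.16e-08), with Cenpa up 2.92-fold, and DNA replication rose in 8 of 23 (adjusted p = 3.99e-07), with Uhrf1 up 2.00-fold on its brightest probe and 0.47 log2 over its averaged probes. Chemokines were higher in 7 of 19 and lower in 1 (adjusted p = 1.93e-07), with Cxcl12 up 4.21-fold. Fibroblast markers rose in 4 of 6 (adjusted p = 0.000297), undifferentiated markers in 3 of 12 (0.000385), inhibitors in 4 of 13 (0.00104) and the interferon response in 3 of 30 (0.00775). S100a4 (log2 1.27), Sdc3 (0.79), Snai2 (1.02) and B2m (0.83) were among them. The call of S100a4 (adjusted p = 0.0149) ended (0.0530 to 0.0619) without control replicate 2 or 3 or TMEM214 knockdown replicate 3. Junction genes fell in 2 of 12 (adjusted p = 0.0114), with the receptor subunit Chrnb1 at log2 −0.69. Adjusted over the list alone the counts were 27 for the matrix, 21 for the sarcomere, 11 for muscle metabolism, 11 for calcium handling, 10 for mitosis and 9 for DNA replication, and the same in the other lists. All of these lists but the myogenic factors were called with an estimated correlation too.

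Of the candidates chosen by the study 4 of 8 rose in the TMEM214 knockdown (4 adjusted over the list alone, adjusted p = 1.93e-07), which were Cxcl1, Vcam1 (log2 1.82), Nid1 (0.74) and Bdnf (0.74), and Efna5 (0.50, adjusted p = 0.052), Ptn (0.35), Msc (0.22) and Ddr2 (0.08) were not called. Cdk14 was higher (log2 0.95) and Ttn (−0.79) and Ryr3 (−0.56) lower, while Actc1 (−0.27), Hgf (0.45), Dbf4 (0.27) and Myo18b (−0.08) were not called. The Ttn call ended (adjusted p 0.0511 to 0.0864) without control replicate 2 or 3 or TMEM214 knockdown replicate 1 or 2, and with median scaling (log2, adjusted p) neither Ttn (−0.72, 0.170), Ryr3 (−0.53, 0.110), Chrnb1 (−0.59, 0.223), S100a4 (1.22, 0.156) nor B2m (0.80, 0.125) was called. Averaging probes ended the calls (log2, adjusted p) of Bdnf (0.38, 0.00229) and Cdk14 (0.25, 0.00902). Against untransduced myotubes no call remained (log2, adjusted p) for Dcn (0.17, 0.409), Mmp2 (0.51, 0.224), Vcam1 (0.27, 0.199), S100a4 (0.78, 0.112), Snai2 (0.09, 0.724) or B2m (0.13, 0.568), and Nid1 (−0.17), Ttn (0.54) and Chrnb1 (0.43) reversed. In that comparison the calls of calcium handling (adjusted p = 0.0916), fibroblast markers (0.0935), interferon (0.250), inhibitors (0.314), junction (0.496), undifferentiated (0.496) and myogenic factor lists (0.0935) ended.

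**Figure D2:**
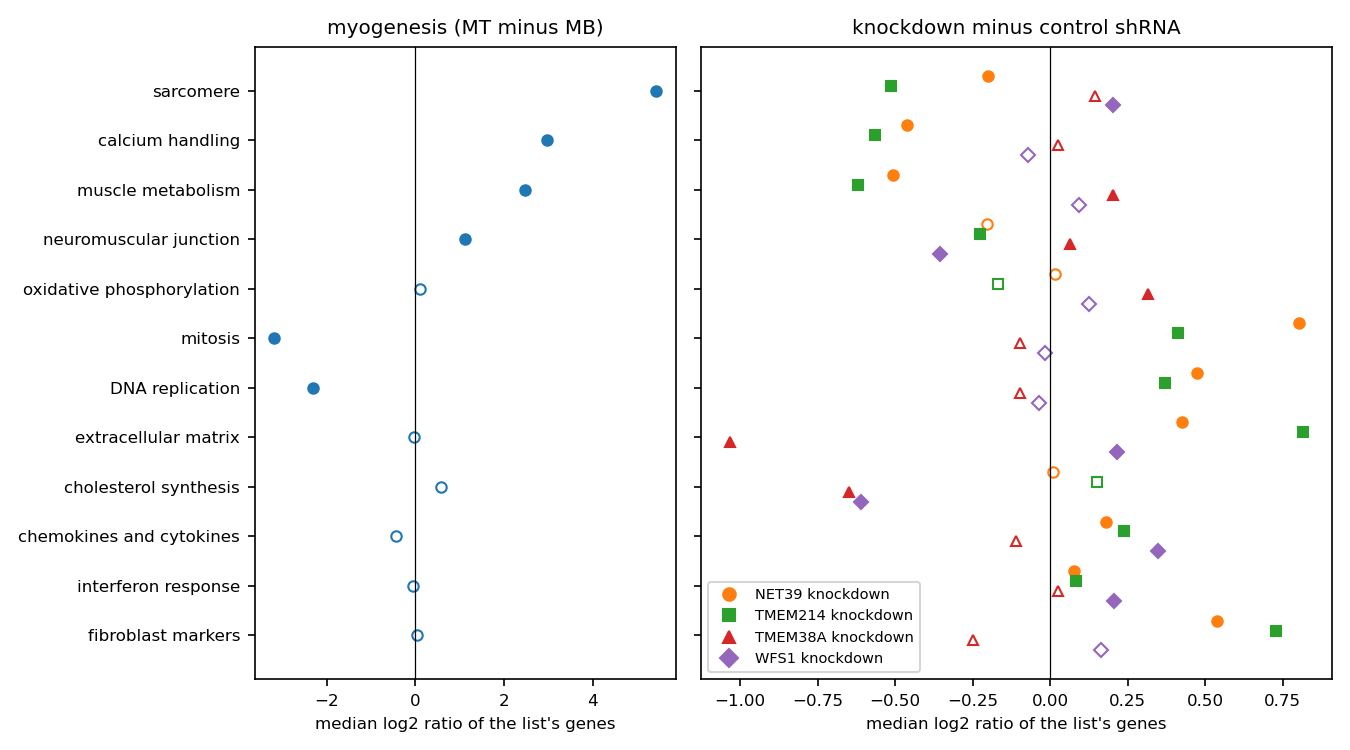
Median log2 ratio (x axis) of 12 gene lists (y axis) in myogenesis on the left and in the 4 knockdowns against control shRNA on the right, with filled symbols for lists whose adjusted p was below 0.05. The matrix list lies at 0.82 in the TMEM214 knockdown and −1.03 in the TMEM38A knockdown, and mitosis lies at 0.80 in the NET39 knockdown and −3.20 in myogenesis.

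Genes changed by a knockdown were more often myogenic genes than overlap by chance would give, and so were genes that differed between control shRNA and untransduced myotubes. The NET39 knockdown changed 881 of the 4208 myogenic genes (20.9%, 95% interval 19.7 to 22.2, against 9.35% expected), TMEM38A 770 (18.3%, 17.2 to 19.5, 9.69% expected), WFS1 666 (15.8%, 14.8 to 17.0, 8.29% expected) and TMEM214 896 (21.3%, 20.1 to 22.6, 9.38% expected). The first 3 together changed 1646 myogenic genes (39.1%, 854 expected), and 113 of these were changed in all 3. Read the other way, 69.4% of the genes called in the NET39 knockdown, 58.5% in TMEM38A, 59.1% in WFS1 and 70.3% in TMEM214 were myogenic, where 31.0% of all genes were. Between control shRNA and untransduced myotubes 847 myogenic genes changed (20.1%, 11.5% expected), 54.2% of the genes called there, and 29.0% of the 847 moved counter to myogenesis. Of the genes called in both, 757 of 881 (85.9%, 83.5 to 88.1) moved counter to myogenesis in the NET39 knockdown, 423 of 770 (54.9%, 51.4 to 58.4) in TMEM38A, 435 of 666 (65.3%, 61.6 to 68.8) in WFS1 and 783 of 896 (87.4%, 85.1 to 89.4) in TMEM214. Genes that fall in myogenesis, such as Ccnd1, Cenpa and Vcam1, moved counter in 93.2% of cases in the NET39 knockdown and 95.3% in TMEM214, and genes that rise in 79.8% and 81.5%. In WFS1 these were 72.4% and 61.9%, and in TMEM38A 43.6% and 61.2%, so most falling genes did not move counter there. Without myoblast replicate 1 the shares against control shRNA were 71.6% in NET39, 55.2% in TMEM38A, 51.9% in WFS1 and 74.1% in TMEM214. Against untransduced myotubes the counter shares were 70.0%, 40.6%, 41.8% and 71.8% for NET39, TMEM38A, WFS1 and TMEM214, so the majority did not remain for TMEM38A or WFS1. Those shares carry the difference between control shRNA and untransduced myotubes, which went mostly along myogenesis and so favours equal signs. They also use the untransduced arrays on both sides, which favours opposite signs. With these arrays divided in 6 ways so that none was shared, which leaves a single array on 1 side, they ran from 53.7% to 73.2%, 31.0% to 44.1%, 31.5% to 46.3% and 61.7% to 70.5%. The intervals treat genes as independent, which they are not.

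Each array was also placed on the line from the myoblast mean (0) to the untransduced myotube mean (1), over the 4208 myogenic genes. The mean slope was 1.067 (SD 0.009, n = 3) in control shRNA myotubes, 1.054 (SD 0.002) in TMEM38A, 1.046 (SD 0.001) in WFS1, 0.912 (SD 0.021) in NET39 and 0.904 (SD 0.001) in TMEM214 knockdowns, and 1.00 (SD 0.04) in untransduced myotubes by construction. The knockdown minus control difference was −0.155 for NET39, −0.163 for TMEM214, −0.0128 for TMEM38A and −0.0211 for WFS1, each with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 arrays allow. For genes that fall in myogenesis it was −0.224 in NET39 and −0.197 in TMEM214, and for genes that rise −0.105 and −0.139. For TMEM38A it turned sign, at 0.0279 for genes that fall and −0.0421 for genes that rise, and for WFS1 it was −0.0323 and −0.0130. The differences for TMEM38A and WFS1 changed sign with median scaling and against untransduced myotubes, and without myoblast replicate 1 that of WFS1 was −0.000916. That of TMEM38A was −0.00778 without control replicate 2.

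**Figure D3:**
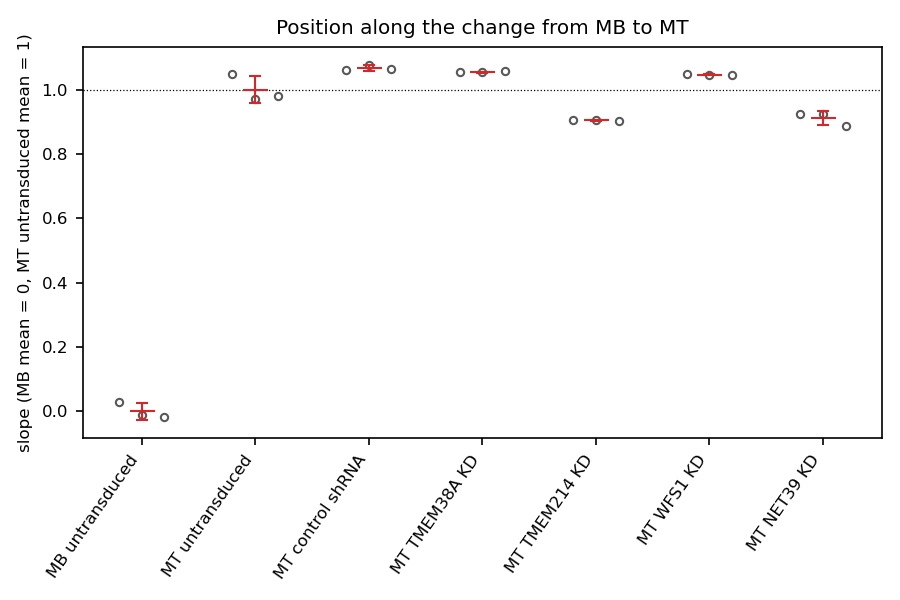
Slope of each array (circles) on the line from the myoblast mean to the untransduced myotube mean (y axis, no unit) by group (x axis), with red bars for the mean and SD of 3 arrays. NET39 and TMEM214 knockdowns lie below every other shRNA array.

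The NET39 and TMEM214 knockdowns changed many of the same genes the same way, 385 higher and 231 lower in both, against 34.9 and 25.0 expected by chance, and 20 in opposite directions. Across genes their log2 ratios had r = 0.68 and a covariance of 0.0772, where data simulated with no change and the same shared control arrays gave r = 0.49, a covariance of 0.00822 and 0 shared calls. Dcn, Col3a1, Mmp2, Slc1a3, Vcam1 and Cenpa rose in both lines and Fxyd6 and Plpp7 fell in both. WFS1 and TMEM214 shared 170 higher and 166 lower genes (29.5 and 23.4 expected, r = 0.44), among them Cxcl1, Ccl7, Ccl2 and Col3a1, with 55 opposite. TMEM38A and WFS1 shared 129 higher and 205 lower genes (23.1 and 31.3 expected, r = 0.31), among them Myh7, Asprv1, Gja5 and Cyp51, with 75 opposite. NET39 and WFS1 shared 136 higher and 132 lower (28.2 and 24.5 expected, r = 0.35), with 56 opposite. TMEM38A shared 240 genes in the same direction and 207 in opposite ones with TMEM214 (r = 0.04), and 203 and 166 with NET39 (r = 0.06). The covariance of WFS1 with NET39 (0.0396), TMEM38A (0.0373) and TMEM214 (0.0506) was above the simulated value although r was below 0.49, and that of TMEM38A with NET39 (0.00686) and TMEM214 (0.00481) was not. With untransduced myotubes as the reference of 1 line no array is shared. NET39 and TMEM214 then had 243 genes in the same and 107 in opposite directions, or 269 and 126 when the other line was moved, and TMEM38A and WFS1 305 and 187, or 288 and 194. The excess of shared directions did not hold in both orders for NET39 with WFS1 (123 same and 329 opposite, or 148 and 145) or WFS1 with TMEM214 (205 and 122, or 185 and 287), and turned for TMEM38A with NET39 (138 and 221, or 109 and 469) and TMEM214 (146 and 231, or 126 and 509). That reference adds the difference between control and untransduced myotubes to 1 line, and genes are not independent replicates.

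**Figure D4:**
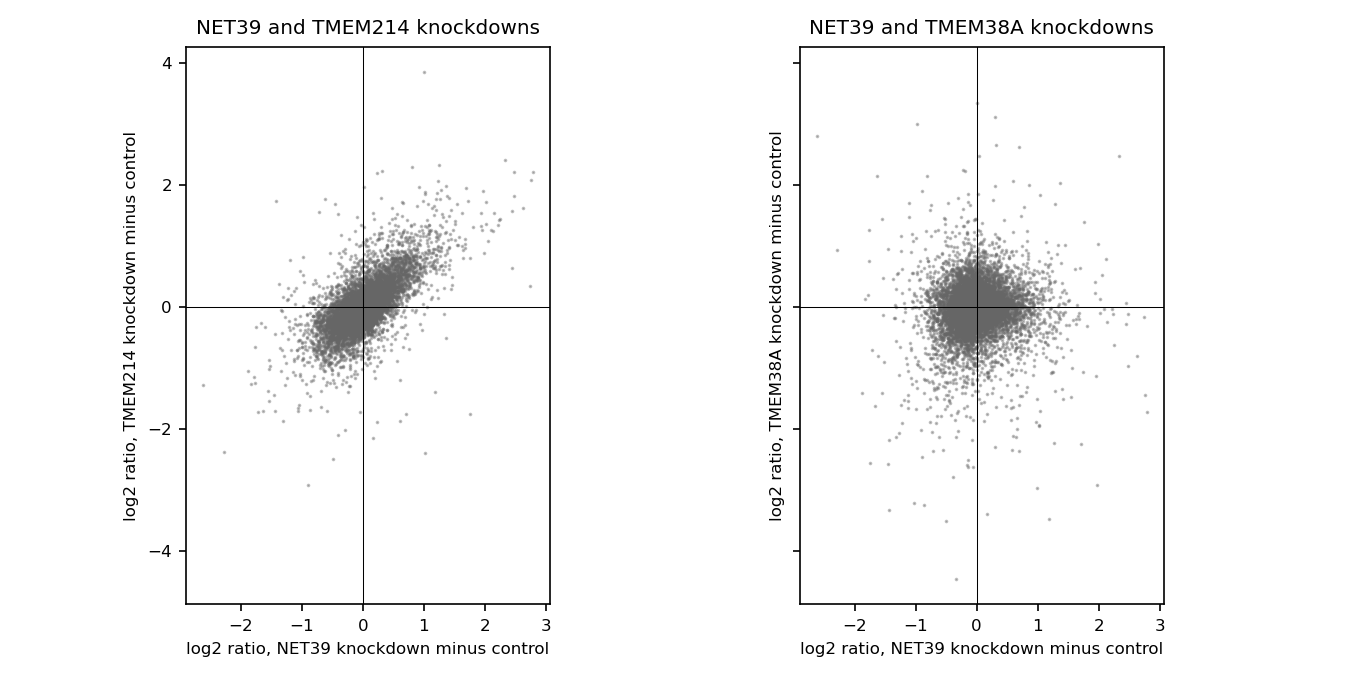
Log2 ratio to control shRNA of 13585 genes (points) in the NET39 knockdown (x axis) against the TMEM214 knockdown (left) or the TMEM38A knockdown (right). The points follow a rising line on the left (r = 0.68) and form a round cloud on the right (r = 0.06).

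The knockdown lines were also compared directly, and the order of the counts depends on scaling. NET39 and TMEM38A differed in 2291 genes (1222 higher and 1069 lower in NET39), with Mmp2 29.5-fold higher in NET39 and Myl2 43.1-fold higher in TMEM38A. TMEM38A and TMEM214 differed in 2069 (923 higher and 1146 lower in TMEM38A), with Car3 28.4-fold higher in TMEM38A. TMEM38A and WFS1 differed in 1678 (770 higher and 908 lower in TMEM38A), where Cxcl1 was at least 31.6-fold higher in WFS1. NET39 and WFS1 differed in 1613 (819 higher and 794 lower in NET39), with Dcn 7.44-fold higher in NET39. WFS1 and TMEM214 differed in 1378 (662 higher and 716 lower in WFS1), with Mybpc1 13.3-fold higher in WFS1. NET39 and TMEM214 differed in 702 (301 higher and 401 lower in NET39), with Spink4 11.3-fold higher in NET39. With median scaling the counts in this order were 3138, 2844, 1089, 3108, 2918 and 491.

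The candidates were also expressed as the share of the fall from myoblasts to control myotubes that remained in each knockdown, where 100% is the control level and 0% the myoblast level. Nid1 kept 81.2% (SD 5.87, n = 3) in NET39, 109% (SD 1.40) in TMEM38A, 94.3% (SD 5.94) in WFS1 and 80.6% (SD 4.95) in TMEM214 knockdowns. Vcam1 kept 20.9% (SD 2.81) in NET39, 104% in TMEM38A, 75.1% (SD 3.47) in WFS1 and 42.0% (SD 4.77) in TMEM214. With untransduced myotubes as the normal level Nid1 kept 107%, 143%, 124% and 106% and Vcam1 41.1%, 204%, 148% and 82.8% in the same order, so no loss of Nid1 repression remained in any line and none of Vcam1 in WFS1. Under median scaling Vcam1 in NET39 passed the myoblast level (−9.47%). Cxcl1 kept 47.4% in NET39 and 108% in TMEM38A and passed the myoblast level in WFS1 (−159%, SD 2.16) and TMEM214 (−103%, SD 2.57). Ptn passed it in NET39 (−46.7%, SD 9.40) and kept 109%, 106% and 81.6% in TMEM38A, WFS1 and TMEM214, though only 1 of 3 control arrays was above background for Ptn. The NET39 value of Ptn was −28.0% without myoblast replicate 1. On the linear scale Vcam1 kept 41.7%, Cxcl1 63.8% and Ptn −106% in NET39, and Cxcl1 −954% in WFS1 and −380% in TMEM214, so the sizes depend on the scale. Bdnf kept 36.6% in NET39, 145% in TMEM38A, 12.7% in WFS1 and 38.9% in TMEM214, and these shares changed sign in 3 of the 4 lines under median scaling. The WFS1 value of Bdnf was 19.1% without myoblast replicate 2, 5.02% without myoblast replicate 3 and 6.53% without WFS1 knockdown replicate 2. Msc kept 61.1%, 93.3%, 103% and 89.6%, Ddr2 91.0%, 57.5%, 111% and 85.0% (SD 6.90 to 24.7), and Efna5 73.7%, 62.8%, 110% and 78.2% in NET39, TMEM38A, WFS1 and TMEM214, with 2 of 3 control arrays above background for Msc and Ddr2.

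**Figure D5:**
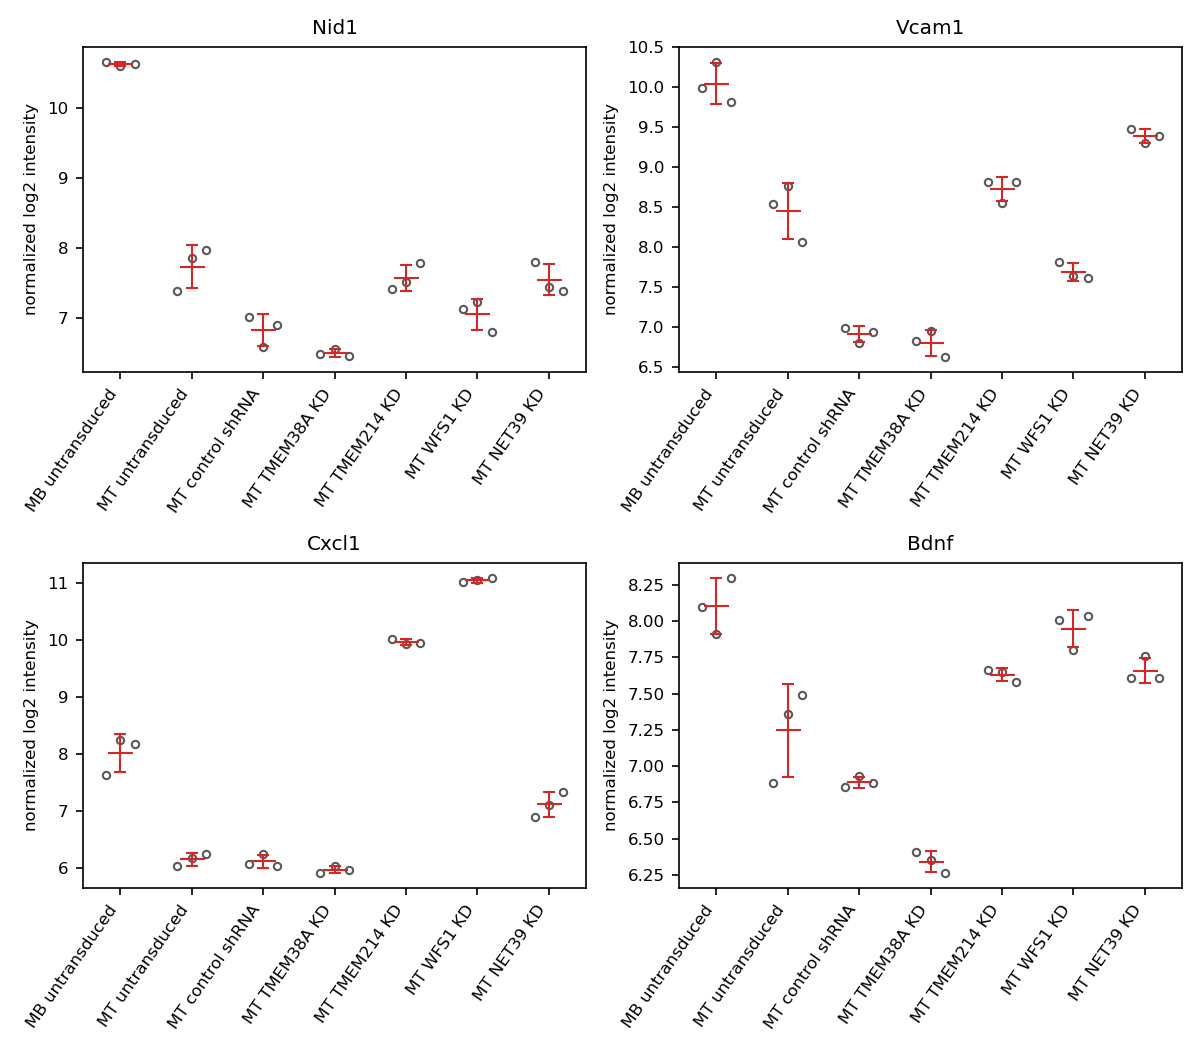
Normalized log2 intensity (y axis) of Nid1, Vcam1, Cxcl1 and Bdnf in the 7 groups (x axis), with circles for arrays and red bars for the mean and SD of 3 arrays. Cxcl1 is 11.05 in WFS1 and 9.97 in TMEM214 knockdowns, above the 8.02 of myoblasts.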

Values the study reported

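The study reported that each of NET39, Tmem38a and WFS1 altered 15%–20% of the genes that change in wild-type myogenesis, and that the knockdowns of these NETs jointly reached 37% of them. About 70% of the genes altered by any single NET were ones that change in myogenesis. For NET39, 88% of the effects ran against the normal myogenic direction, and about 60% of the affected myogenic genes with a change of nuclear position did so for WFS1 and Tmem38a. It gave the repression of Nid1 in the NET39 knockdown as about 60% of normal, and that of Vcam1 as about 60% with WFS1 knockdown and about 30% with NET39 knockdown.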

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

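Each result in this part was chosen after the values were seen, by fixed rules, and the difference itself was tested with limma. Of the 5 largest differences each way between knockdowns, genes are listed that were called in both lines against the same control with opposite signs and whose difference passed the threshold too. The highest adjusted p of such a difference was 1.84e-06, for Myh4 between NET39 and TMEM214. With 3 arrays per group, no group was tested for single arrays far from the others.

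In log2, NET39 minus TMEM38A was 4.88 for Mmp2, 4.66 for Myh4, 4.51 for Col3a1 and 4.20 for Dcn, and −5.43 for Myl2, −3.98 for Asb2, −3.79 for Igfn1 and −3.22 for Fxyd6. TMEM38A minus TMEM214 was 4.83 for Car3, 4.08 for Myl2, 3.86 for Igfn1 and 3.75 for Asb2, and −4.93 for Mgp, −4.81 for Mmp2, −4.12 for Bgn and −3.98 for Cav1. TMEM38A minus WFS1 was 2.87 for Igfn1, 2.71 for Cgnl1, 2.46 for Sobp and 2.40 for Gcnt1, and −4.29 for Myh4 and −3.79 for Myl3. Fast Myh4 thus fell in TMEM38A (−3.47) and TMEM214 (−1.39) and rose in NET39 (1.19) and WFS1 (0.82), and slow Myl2 rose in TMEM38A (2.81) and fell in NET39 (−2.62) and TMEM214 (−1.27). Myh4 was itself 2.99-fold higher in control than in untransduced myotubes, against which its TMEM214 ratio reversed to 0.19, and its NET39 rise was not called with median scaling (1.14, adjusted p = 0.0510). The differences between lines do not use the control.

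NET39 minus WFS1 was −3.54 for Armh4 and −3.37 for Ppp1r3c. NET39 minus TMEM214 was 3.50 for Spink4, 3.42 for Mybpc1, 2.57 for Myh4, 2.47 for Abra and 2.45 for Itga9, and −3.16 for Igfbp4, −2.39 for Thbs2 and −2.28 for Mfap5. WFS1 minus TMEM214 was 3.73 for Mybpc1, 3.59 for Abra, 3.55 for Armh4, 3.47 for Tcap and 3.29 for Myl3, and −2.19 for Fgf21. No technical or biological explanation was tested for these single genes.

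Probes with no gene symbol, which the gene comparisons do not use, carried signal that differed between groups as well. Of 5129 kept, 791 were called in myogenesis (380 higher, 411 lower), 371 with transduction (187 and 184), 332 in NET39 (211 and 121), 248 in TMEM38A (126 and 122), 277 in WFS1 (184 and 93) and 280 in TMEM214 (178 and 102).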

How the results depend on the processing

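The offset of 16 and the fit of only the 15 shRNA arrays were chosen after seeing the data, and the other alternatives before. Values run in the order NET39, TMEM38A, WFS1 and TMEM214. Pairs run as NET39 with TMEM38A, WFS1 and TMEM214, TMEM38A with WFS1 and TMEM214, and WFS1 with TMEM214. The union is NET39, TMEM38A or WFS1, the share that was myogenic is taken over genes called in the knockdown, the counter share over genes called in both, and the difference in slope is knockdown minus control. A shared count holds genes called in the same direction. The values below are those that moved, by over 1.5 times for a count or beyond the interval or spread of a share or slope. A count, share of genes or slope that an alternative does not give stayed within that bound, shares of repression kept are counted at the end, and the calls of the targets in their own knockdowns kept their direction and their side of the threshold. A different minimum log2, set of myogenic genes or number of arrays changes counts by its own construction, and for the other differences the cause was not tested.

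With quantile normalization and no background correction, the share of myogenic genes changed was 19.2%, 16.6%, 14.6% and 20.0% (union 36.0%), and the difference in slope was −0.0248 for WFS1 and −0.167 for TMEM214. Of 431 gene results 13 lost the call and of 156 list results 4 lost the call. In the authors' deposited matrix, the share of myogenic genes changed was 18.4%, 16.4%, 13.9% and 19.3% (union 34.8%), and the difference in slope was −0.0151 for TMEM38A, −0.0257 for WFS1 and −0.168 for TMEM214. Among 431 gene results 17 lost the call and of 156 list results 4 lost the call and 1 gained one. At an offset of 16, the shared count was 315 for NET39 with TMEM38A and 415 for NET39 with WFS1, and the share of myogenic genes changed was 23.4%, 21.5%, 18.7% and 23.0% (union 43.6%). The counter share was 83.3% for NET39, and the difference in slope was −0.0110 for TMEM38A, −0.0145 for WFS1 and −0.157 for TMEM214 there. Of 431 gene results 2 lost the call and 11 gained one and of 156 list results 2 lost the call and 3 gained one.

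Under median scaling, the count was 6575 for transduction and 2384 for WFS1, and the count between lines was 3108 for NET39 against WFS1, 1089 for TMEM38A against WFS1 and 2918 for WFS1 against TMEM214. The shared count was 915 for TMEM38A with WFS1, and the share of myogenic genes changed was 15.3%, 24.4%, 29.5% and 16.1% (union 49.5%) there. The share that was myogenic was 59.6%, 47.3%, 46.0% and 60.4%, and the counter share was 88.4%, 30.2%, 31.6% and 92.3% there. The difference in slope was −0.202, 0.102, 0.0774 and −0.205 there. The share of repression kept reversed for Vcam1 in NET39 (−9.47%), Bdnf in NET39 (−55.8%), Bdnf in WFS1 (−27.8%) and Bdnf in TMEM214 (−47.5%). Log2 ratios that reversed with transduction were Actc1 1.15, Cdk14 0.34, Kif23 0.12, Cenpa 0.0460, Fdps 0.45, Pmvk 0.33 and Sdc4 0.76. The list that reversed, with its adjusted p and the range over its alternatives, was cholesterol synthesis in transduction (0.442, 4.48e-05 to 0.536). Among 431 gene results 37 lost the call, 14 gained one and 7 reversed and of 156 list results 6 lost the call, 7 gained one and 1 reversed.

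When probes were averaged per gene, the share of myogenic genes changed was 18.7%, 17.0%, 13.9% and 18.9% (union 35.3%), and the difference in slope was −0.0184 for TMEM38A, −0.0185 for WFS1 and −0.159 for TMEM214. The share of repression kept reversed for Bdnf in WFS1 (−7.86%). Of 431 gene results 32 lost the call and 2 gained one and of 156 list results 5 lost the call and 5 gained one. Counting every probe on its own, the share of myogenic genes changed was 19.5% for NET39, 16.9% for TMEM38A and 36.9% for the union, and the difference in slope was −0.00940 for TMEM38A, −0.0102 for WFS1 and −0.158 for TMEM214. Fitted on only the 6 arrays compared, the share of myogenic genes changed was 23.7%, 20.3%, 17.9% and 24.3% (union 43.1%), and the share that was myogenic was 55.8%, 48.8%, 45.9% and 56.0%. The counter share was 89.1% for NET39, and the difference in slope was −0.0159 for TMEM38A, −0.0310 for WFS1 and −0.176 for TMEM214 there. Among 431 gene results 5 lost the call and 9 gained one. Using array weights, the shared count was 426 for NET39 with WFS1, and the share of myogenic genes changed was 24.5% for NET39, 18.6% for WFS1, 23.9% for TMEM214 and 42.7% for the union. The share that was myogenic was 62.4% for WFS1, and the counter share was 68.5% for NET39, 52.98% for WFS1 and 73.8% for TMEM214 there. The difference in slope was −0.0146 for WFS1 and −0.155 for TMEM214 there. Of 431 gene results 1 lost the call and 12 gained one and of 156 list results 3 lost the call and 6 gained one. Adding the replicate number as a replicate block, the counter share was 83.2% for NET39. Among 431 gene results 2 gained one and of 156 list results 1 lost the call and 2 gained one.

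At a minimum of 1 log2, the count was 1750 for myogenesis, 220 for transduction, 249 for NET39, 323 for TMEM38A, 230 for WFS1 and 281 for TMEM214, and the count between lines was 623, 372, 124, 415, 638 and 332. The shared count was 28, 37, 106, 50, 23 and 48, and the share of myogenic genes changed was 8.40%, 8.34%, 6.46% and 9.26% (union 18.3%) there. The share that was myogenic was 59.0%, 45.2%, 49.1% and 57.7%, and the counter share was 65.8% for TMEM38A and 60.2% for WFS1 there. Where no minimum log2 was asked, the count was 3136 for transduction, 2344 for NET39, 2439 for TMEM38A, 2300 for WFS1 and 2271 for TMEM214, and the count between lines was 3966, 2983, 1296, 3254, 3684 and 2578. The shared count was 507, 668, 1165, 780, 541 and 779, and the share of myogenic genes changed was 27.7%, 26.9%, 24.7% and 26.7% (union 52.0%) there. The share that was myogenic was 73.1% for NET39, 68.2% for TMEM38A and 66.5% for WFS1, and the counter share was 81.6% for NET39, 60.4% for WFS1 and 84.0% for TMEM214 there. By nested F decisions across comparisons, the share of myogenic genes changed was 23.0%, 19.6%, 18.1% and 23.6% (union 42.3%), and the counter share was 80.4% for NET39, 58.6% for WFS1 and 81.5% for TMEM214.

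Taking control shRNA myotubes as the end of myogenesis, the share that was myogenic was 76.9%, 66.5%, 65.2% and 77.9%, and the counter share was 93.6%, 60.1%, 71.9% and 93.0%. The difference in slope was −0.180, −0.0294, −0.0510 and −0.184 there. Of 72 gene results none crossed the threshold and of 36 list results 3 lost the call. Over all genes called in a knockdown, the counter share was 76.6% for NET39, 59.9% for WFS1 and 79.1% for TMEM214. If only genes changed by over 1 log2 count as myogenic, the share of myogenic genes changed was 33.0%, 23.4%, 20.7% and 32.7% (union 52%), and the share that was myogenic was 45.4%, 31.1%, 32.1% and 45.0%. The counter share was 90.3% for NET39, 59.7% for TMEM38A and 91.3% for TMEM214, and the difference in slope was −0.162 for TMEM214 there. Over genes that rose in myogenesis, the difference in slope was −0.105, −0.0421, −0.0130 and −0.139. Over genes that fell in myogenesis, the difference in slope was −0.224, 0.0279, −0.0323 and −0.197.

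Against untransduced myotubes, the count was 2492 for TMEM38A and 2089 for WFS1, and the shared count was 612 for NET39 with TMEM38A, 673 for NET39 with WFS1, 1111 for TMEM38A with WFS1, 688 for TMEM38A with TMEM214 and 810 for WFS1 with TMEM214. The share of myogenic genes changed was 30.7% for TMEM38A, 26.0% for WFS1 and 49.1% for the union, and the share that was myogenic was 55.4%, 51.8%, 52.4% and 52.8% there. The counter share was 70.0%, 40.6%, 41.8% and 71.8%, and the difference in slope was −0.0876, 0.0545, 0.0461 and −0.0961 there. Log2 ratios that reversed in the NET39 knockdown were Nid1 −0.19, Ttn 1.02, Tpm1 −0.13, Atp2a2 0.0318, Casq1 0.43, Cxcl12 −0.24 and Acta2 −0.15. Log2 ratios that reversed in the WFS1 knockdown were Nid1 −0.69, Vcam1 −0.76, Ttn 1.16, Fbln2 −0.0160 and Cxcl12 −0.0727. Log2 ratios that reversed in the TMEM214 knockdown were Nid1 −0.17, Ttn 0.54, Myh4 0.19, Casq1 0.0918, Cacnb1 0.0286, Ryr1 0.22, Chrnb1 0.43, Tyms −0.18, Kif23 −0.37 and H2-D1 −0.000650. Lists that reversed, with their adjusted p and range, were calcium handling in NET39 (0.896, 0.00191 to 0.896), cholesterol synthesis in NET39 (0.0104, 0.0104 to 0.936), housekeeping in NET39 (0.981, 0.0119 to 0.981), study candidate genes in WFS1 (0.989, 0.00201 to 0.989) and cholesterol synthesis in TMEM214 (0.0160, 0.0160 to 0.859). Of 253 gene results 40 lost the call, 12 gained one and 22 reversed and of 104 list results 14 lost the call, 7 gained one and 5 reversed.

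Leaving out each array in turn gave these ranges. Counts of changed genes ran from 4036 to 4545 for myogenesis, 1297 to 1737 for transduction, 1061 to 1307 for NET39, 1207 to 1290 for TMEM38A, 988 to 1100 for WFS1 and 1131 to 1246 for TMEM214. Counts between lines ran from 2130 to 2354, 1464 to 1618, 581 to 664, 1557 to 1639, 1985 to 2024 and 1250 to 1324. Shared counts ran from 176 to 207, 213 to 292, 508 to 616, 306 to 327, 210 to 236 and 268 to 341. The share of myogenic genes changed in % ran from 18.1 to 22.9 for NET39, 16.8 to 18.8 for TMEM38A, 14.3 to 18.2 for WFS1, 19.1 to 23.2 for TMEM214 and 36.4 to 41.3 for the union. The share that was myogenic in % ran from 66.4 to 72.6, 56.3 to 61.2, 56.5 to 64.1 and 67.8 to 73.3. The counter share in % ran from 71.6 to 88.9, 52.5 to 56.6, 51.9 to 66.6 and 74.1 to 89.3. The difference in slope ran from −0.169 to −0.119, −0.0175 to −0.00778, −0.0302 to −0.000916 and −0.175 to −0.132.

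With no filter 2 of 431 gene results lost the call and 6 of 156 list results gained one, and with the stricter filter 2 of 430 gene results gained a call and 8 of 150 list results lost it. In the fit of only the 15 shRNA arrays 9 of 313 gene results gained a call, and of 104 list results 3 lost the call and 2 gained one. With an estimated correlation 23 of 156 list results lost the call. The replicate block ended the call of the positioning examples in NET39 (adjusted p = 0.0575, range 0.00147 to 0.150). The share of repression kept moved beyond its spread in 19 of 32 cases and reversed in 4 under median scaling, moved in 23 on the linear scale and in 21 with untransduced myotubes as normal repression. It moved in 4 with quantile normalization alone, 5 in the authors' matrix and 10 at an offset of 16, where Cxcl1 in WFS1 was −192%, −199% and −122%, in 3 with averaged probes and in 19 of 288 cases when 1 array was left out. Leaving out 1 array ended 89 calls and made 13 in 2586 gene results, and ended 25 and made 15 in 936 list results, and none reversed. A block by BeadChip was not run, since the chip of each array is not given. Signal over background limits the dim genes, whose log2 ratios shrink with the offset, and the controls of Ptn.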

Other observations

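The tests of shared control arrays, of genes above the myoblast level, of the control line and of replicate numbers, and the counts over other splits, were chosen only after the result was seen, and the rest before.

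NET39 and TMEM214 knockdowns also shared changes in genes that were not called in myogenesis. The protease Mmp2 rose by log2 1.97 in NET39 and 1.90 in TMEM214, the matricellular genes Ccn1 by 1.94 and 1.55 and Ccn2 by 1.45 and 1.60, and the collagen Col6a1 by 1.27 and 1.35. Against untransduced myotubes Mmp2 was not called in either (0.58 and 0.51).

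Some genes that rose in both lines lay above their level in myoblasts, and those named here were higher than myoblasts in control myotubes too. Col3a1 lay above myoblasts by log2 3.49 in NET39, 2.92 in TMEM214 and 0.70 in control, Dcn by 3.47, 2.78 and 0.71, and Prelp by 2.79, 3.62 and 1.77. Against untransduced myotubes Dcn in TMEM214 (0.17) and Prelp in NET39 (−0.02) were not called.

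The first pattern is that NET39 and TMEM214 knockdowns changed many of the same genes the same way. Shared control arrays do not account for it alone, as the covariance of the log2 ratios was 0.0772 and at most 0.00884 in 20 simulated sets, and with untransduced myotubes as the reference of TMEM214, so that no array is shared, 243 genes still went the same way and 107 opposite. Nor does a shorter way along myogenesis, since over 7401 genes with an adjusted p of 0.05 or more there the covariance was 0.0369 and at most 0.00812 in simulations (108 called the same way, 5.61 expected, and 2 opposite). Myoblasts left in the preparations stay open too, as transduced cells left at day 6 were not measured. Of 384 genes that rose in both but not with transduction, 64 (16.7%, 95% interval 13.3 to 20.7) lay above untransduced myoblasts in both. Of the 64, 13 did in control too and 19 lay above untransduced myotubes in both. That TMEM214 knockdown acts partly through Plpp7, down 1.15 log2 there, is untested.

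The second pattern is that genes called in both a knockdown and myogenesis mostly moved counter to myogenesis, where the control shRNA line lies further along myogenesis (slope 1.067) than untransduced myotubes. With untransduced myotubes as the reference 70.0% moved counter in NET39, but their arrays are then on both sides, which favours opposite signs. Dividing them gave 53.7% to 73.2%, with a single array on 1 side, and ending myogenesis at the TMEM38A or WFS1 line gave 45.7% and 41.8%, where transduction on both sides favours equal signs. As each reference has such a bias, the control line as the whole cause cannot be told apart from an effect of the knockdown. In WFS1 the share was 41.8% (95% interval 38.9 to 44.7, which treats genes as independent) although that reference favours opposite signs, so its majority may come from the control line, and the biological alternative, that WFS1 is needed for the full change, stays open and untested.

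The third pattern is that myoblast replicate 1 stands apart, with Stmn1 (log2 3.33) and Atp5a1 (3.30) higher and Uap1l1 (−2.22) lower than in the other myoblast arrays. Against a sample mixed with myotubes, the 50 largest rises of myogenesis (median log2 5.55) differed by a median of −0.0690 (SE 0.0496) in it and 0 of 50 were higher by over 0.5, although its slope along myogenesis was 0.0950, just under the bound of 0.1 set beforehand. For a technical difference that also parts other arrays, its deviation had r = 0.101 with the transduction difference, under the bound of 0.2 set beforehand. That bound named this comparison alone, and with knockdown minus control, which shares no array with it either, r was 0.306 in NET39, 0.234 in TMEM214, 0.215 in WFS1 and −0.0179 in TMEM38A. Such a difference thus stays open, as in those comparisons it cannot be told apart from the knockdown. With replicate 1 of the other 6 groups the median r was 0.191 (0.436 in NET39, 0.403 in WFS1, 0.247 in untransduced myotubes, 0.135 in control, 0.0154 in TMEM214 and −0.0418 in TMEM38A), so a batch marked by these numbers and a difference of this culture cannot be told apart, since the labels give no batch. No biological explanation was tested.

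For each count of called genes the 6 arrays compared give 10 splits, too few for a share under 0.05, and 1 split, the real one, called as many in each of the 6 comparisons. The real count and the highest of the other splits were 4208 and 672 in myogenesis, 1562 and 2 with transduction, 1270 and 0 in NET39, 1316 and 0 in TMEM38A, 1126 and 0 in WFS1, and 1274 and 0 in TMEM214.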
